A study of Homo sapiens with 18 samples.

How the data were processed

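Gene expression was measured by RNA-seq in 18 cultures of 3 human acute myeloid leukaemia cell lines. Molm-14 and MV4-11 carry an internal tandem duplication in FLT3 (FLT3-ITD), and SKNO-1 carries a KIT mutation, per the labels. Each line was treated with the vehicle DMSO or with 500 nM RMC-4550 for 24 h, with 3 replicates in each of the 6 groups. SKNO-1 was grown with GM-CSF at 10 ng/mL, per the labels' protocols, and the other lines were not, so line and growth factor cannot be separated. Polyadenylated RNA was sequenced as DNA nanoballs, per the labels' protocols. The aligner, the counter, the genome build, the annotation and any filter were not stated, and no coordinates are given here for that reason.

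The authors deposited 1 table of 40184 Ensembl gene IDs with a log2 value for each sample. From the values, each log2 value was the logarithm of reads plus 0.5, in CPM (reads scaled to a common library size) of an effective library, and the effective library was the read total multiplied by a scaling factor for that sample. The scaling factors ran from 0.890 to 1.11. Undoing this form gave whole reads for 100% of the low values tested in every sample. Symbols were matched by gene ID for 40069 of the 40184 IDs. Levels are given in CPM, computed from the recovered reads and the effective library. Recovered totals ran from 17434810 to 19959917 reads per library. A group in which each library had 3 reads or fewer was treated as being at the floor, and a fold against it is given as a lower bound. Bounds of this kind cover counting error only, since the library amplification without molecular identifiers means that reads are not independent molecules.

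Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, two-sided) on the deposited log2 values. A single fit over the 18 samples had 1 coefficient per group. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested in each contrast, and a gene was called at an adjusted p under 0.05. The design fixed before the data were examined assumed that 1 would be added to linear values before the logarithm. The deposited values already were logarithms, so they were used as they stood, and log2(CPM + 1) became an alternative. The contrasts were RMC-4550 against DMSO in each line, the response of SKNO-1 against the mean response of Molm-14 and MV4-11, and the response of Molm-14 against that of MV4-11. Genes with at least 1 CPM in at least 3 samples entered the fit, which left 16289 genes. A gene was tested in a line only where it also had at least 1 CPM in at least 3 samples of that line. This second filter was added after a test on simulated data. In that test, reads were drawn for 16289 genes and 200 of them were changed in Molm-14. The fit called 191 of the 200 with the right sign, and 5.91% of its calls were unchanged genes. Each gene was drawn independently, with 1 spread for all 18 libraries. The changed genes had a mean of at least 5 CPM in Molm-14 and in MV4-11, were not among the most variable, and changed at least 2-fold. The real groups differed in spread and some libraries shared deviations, so these rates are not error rates of the real calls. Without the filter within the line, 17.3% of the calls were unchanged genes.

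A set of 7 gene lists was fixed before the data were examined: MAPK pathway output, ERK feedback and immediate early genes, pro-survival and pro-apoptotic BCL2 family genes, cell cycle, ribosome biogenesis and myeloid maturation. They were tested with limma's camera at a preset correlation of 0.01, with adjustment over the 21 combinations of list and line. The genes named were set by a rule written at the same time. It took PTPN11, FLT3 and KIT, the called members of the MAPK output and BCL2 family lists, up to 5 members of each other list called in the same direction in all 3 lines, and the 3 largest rises and falls per line. It also took the 5 largest shared changes and the 3 largest differences in each contrast between lines. Rules on size required a mean of at least 5 CPM.

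The alternatives set in advance were log2(CPM + 1), log2(CPM + 0.1), no filter on low values, a mean of at least 5 CPM, median-ratio scaling, quantile normalization, a separate fit per line, the replicate number as a block, eBayes without a trend, a fold change threshold of 2, Spearman correlation, fry, camera with an estimated correlation, and leaving out each library in turn. An edgeR and a DESeq2 test, also set in advance, were not run. Alternatives chosen after seeing the data were voom weights on the recovered reads, the mitochondrial share of reads as a covariate, and no filter within the line. SKNO-1 was also compared with Molm-14 and with MV4-11 alone, which was chosen after seeing the data. For checks of transcript length and GC content, the longest GENCODE 29 transcript of each gene ID was used, which gave a value for 98.9% of the genes in that step. A list of mitochondrial genes gave the mitochondrial share of reads. Lists for the integrated stress response, glycolysis and hypoxia, interferon-response genes and MHC class II genes were used only for additional observations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.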

Results

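RNA-seq profiles were obtained from 18 cultures of 3 acute myeloid leukaemia cell lines after 24 h with DMSO or with 500 nM RMC-4550, with 3 replicates in each of 6 groups. RMC-4550 is a drug that holds SHP2 in an inactive form. SHP2 is the phosphatase encoded by PTPN11, which relays signals from receptor tyrosine kinases to RAS and the MAPK pathway. Molm-14 and MV4-11 have an internal tandem duplication in the receptor gene FLT3, and SKNO-1 has a mutation in the receptor gene KIT. The design asked which transcripts changed with the inhibitor in each line, and whether the response differed between the lines. Read totals lay between 17434810 and 19959917 reads per library. Pearson correlations between replicates ran from 0.961 to 0.993. The first principal component held 69.0% of the variance, the second 12.8% and the third 7.31%.

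The share of reads in mitochondrial genes split the libraries in a way the groups did not. In 14 libraries it lay between 5.06% and 7.004%. It was 14.99% in replicate 2 of Molm-14 with RMC-4550, 12.6% and 14.6% in replicates 1 and 3 of MV4-11 with DMSO, and 10.5% in replicate 1 of MV4-11 with RMC-4550. The read totals of these 4 libraries, from 17434810 to 18852613 reads, lay below those of the other 14. The deviations of these 4 libraries from their group means were correlated across genes, with a mean r of 0.53 over 5 pairs of libraries from different groups, against 0.04 over 80 such pairs among the other 14. Genes are not independent replicates in these correlations. The median standard deviation between replicates was 0.27 on the log2 scale in MV4-11 with DMSO and 0.30 in Molm-14 with RMC-4550, against 0.08 in Molm-14 with DMSO and 0.09 in SKNO-1 with DMSO.

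**Figure D1:**
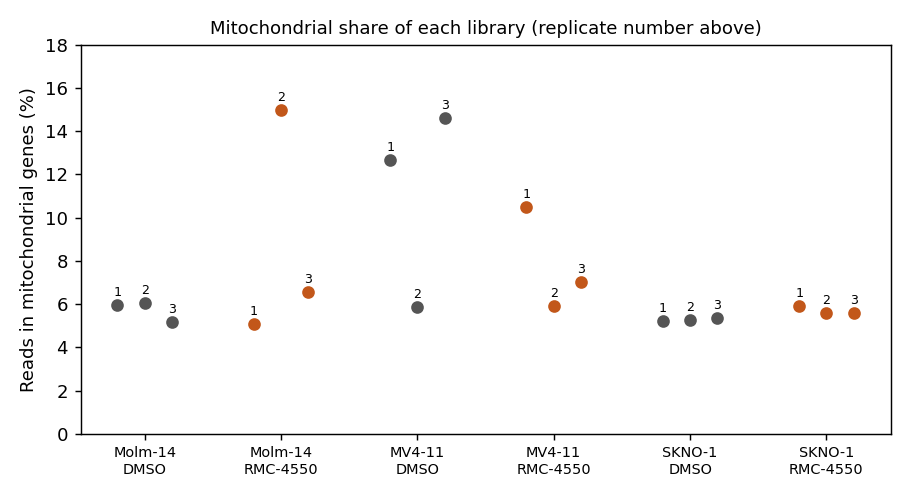
Percent of reads in mitochondrial genes (vertical axis) for each library, by group (horizontal axis), with grey points for DMSO, orange points for RMC-4550 and the replicate number above each point. The 4 libraries above 10% belong to Molm-14 and MV4-11, and the other 14 lie between 5.06% and 7.004%.

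RUNX1T1 was read at 13.8 ± 0.61 CPM (SD, n = 3) in SKNO-1 with DMSO and at no more than 1 read in any Molm-14 or MV4-11 library. HOXA9 was read at 137 ± 3.71 CPM in Molm-14, 92.5 ± 1.75 in MV4-11 and 53.7 ± 1.20 in SKNO-1, HOXA10 at 67.5 ± 2.13, 46.5 ± 4.53 and 31.9 ± 0.77, and MEIS1 at 90.7 ± 2.36, 125 ± 8.77 and 119 ± 1.15 (all with DMSO). Levels in MV4-11 lay between those of the other lines for 52.7% of 11641 genes, against 21.2% for Molm-14 and 26.1% for SKNO-1. Of 9261 genes with at least 10 CPM in Molm-14 with DMSO, 0 were under 1% of that level in MV4-11, and 69 were under 1% of it in SKNO-1. Of 9416 genes with at least 10 CPM in MV4-11, 61 were under 1% of that level in Molm-14. The comparisons that involve MV4-11 rest on libraries with this property.

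PTPN11 (ENSG00000179295) fell in Molm-14 from 242 ± 10.9 to 125 ± 35.8 CPM (SD, n = 3; limma adjusted p 0.0013). When single Molm-14 libraries were left out, its log2 change there ran from -1.18 to -0.74. The value of -0.74 came without replicate 2 with RMC-4550, which had 14.99% mitochondrial reads, so part of the size rests on that library. In SKNO-1 PTPN11 fell from 130 ± 7.91 to 83.4 ± 3.79 CPM, a log2 change of -0.64 (adjusted p 0.037). In both lines the treated and the DMSO libraries did not overlap, which chance gives, counting either direction, for 10% of genes with 3 libraries against 3. The SKNO-1 call was lost when any 1 of the 6 SKNO-1 libraries was left out, with changes from -0.68 to -0.59 and no change of direction. In MV4-11 the log2 change of -0.30 did not pass the threshold (adjusted p 0.42). It ran from -0.44 to -0.03 when single MV4-11 libraries were left out, with -0.03 without replicate 2 with DMSO. With the mitochondrial share as a covariate it was -0.56 and was called, and it was -0.68 among the MV4-11 libraries under 10% mitochondrial reads and -0.32 among those above. FLT3 (ENSG00000122025) rose by 0.48 in MV4-11 (adjusted p 0.014) and by 0.51 in SKNO-1 (adjusted p 0.0052) on the log2 scale, and its change of -0.17 in Molm-14 did not pass the threshold (adjusted p 0.26). The FLT3 call in MV4-11 was lost without replicate 1 or 3 with DMSO or replicate 2 or 3 with RMC-4550, where the change ran from 0.38 to 0.47. KIT (ENSG00000157404) went from 32.3 ± 1.03 to 39.7 ± 1.78 CPM in SKNO-1, a log2 change of 0.29 that did not pass the threshold in the fit over all samples (adjusted p 0.44) and was called in a separate fit per line and with voom weights. In MV4-11 it changed by 0.39 (adjusted p 0.37), and in Molm-14 it had 2 to 6 reads per DMSO library and 15 to 26 per treated library, without overlap, and was not tested because of the filter within the line.

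In Molm-14, 3009 of 14020 genes tested were higher and 3525 lower with RMC-4550. In MV4-11, 862 of 14739 were higher and 1183 lower. In SKNO-1, 1588 of 14690 were higher and 2381 lower. The alternative that moved the MV4-11 counts most upward was the mitochondrial share as a covariate, which gave 1758 higher and 3084 lower, and a separate fit per line gave 324 higher and 344 lower. In that fit the MV4-11 calls of FLT3, BCL2A1, BMF, BCL2L11, FOSL1, SPRED2, RRM2 and MCM4 were lost. A separate fit per line gave 3449 higher and 4750 lower in SKNO-1. The single fit gives each gene 1 variance for all groups, and its median standard errors were 0.171 in Molm-14, 0.177 in MV4-11 and 0.177 in SKNO-1. The median standard deviation between replicates was 0.27 with DMSO and 0.21 with RMC-4550 in MV4-11, against 0.09 and 0.12 in SKNO-1. With a shared variance, the single fit may therefore call too many genes in MV4-11 and too few in SKNO-1. Under median-ratio scaling the share of calls that were higher was 50.4% in SKNO-1, against 40.0% with the deposited scaling, 51.9% against 42.2% in MV4-11 and 50.9% against 46.1% in Molm-14. Without replicate 2 of MV4-11 with DMSO, 1420 genes were called higher in MV4-11, and without replicate 3 of MV4-11 with RMC-4550 the calls were 487 higher and 727 lower. Without replicate 2 of MV4-11 with RMC-4550, 556 were called higher, and without replicate 3 of MV4-11 with DMSO, 549 were. Among the 2045 genes called in MV4-11, 2042 were also called in the same direction with the covariate.

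Among 12811 genes tested in all 3 lines, 398 were higher in each line and 742 were lower in each line, against 17.6 and 55.1 expected if the calls in the lines were independent. A further 154 genes were called in opposite directions in some pair of lines. Without replicate 3 of MV4-11 with RMC-4550, 264 genes were higher in each line. Across genes, the log2 changes correlated with r = 0.40 between Molm-14 and MV4-11, 0.67 between Molm-14 and SKNO-1 and 0.67 between MV4-11 and SKNO-1, and genes are not independent replicates. These are 3 correlations of 1 family. The first was 0.68 with the mitochondrial share as a covariate and 0.14 without replicate 2 of MV4-11 with DMSO. It was 0.22 without replicate 1 of MV4-11 with RMC-4550. Among MV4-11 libraries under 10% mitochondrial reads (1 DMSO and 2 RMC-4550), the correlation with SKNO-1 was 0.75, and among those above it (2 and 1) it was 0.67. Among the Molm-14 libraries under 10% (3 and 2) it was 0.69. These subsets have an arm of 1 sample in MV4-11, so they give values and no calls. All 6 SKNO-1 libraries were under 10%.

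The MAPK pathway output list fell in all 3 lines. Its median log2 change was -1.86 in Molm-14 (8 genes, camera adjusted p 1.5e-04), -1.03 in MV4-11 (8 genes, adjusted p 1.6e-05) and -1.52 in SKNO-1 (7 genes, adjusted p 1.6e-05). In Molm-14, 8 of the 8 were called lower. In MV4-11, 4 were called over all genes tested and 7 when adjusted over the list alone. In SKNO-1, 6 of 7 were called lower both over all genes and adjusted over the list alone. The MV4-11 median was -1.31 among the libraries under 10% mitochondrial reads and -1.10 among those above, and the Molm-14 median was -1.62 among libraries under 10%. ETV4 (ENSG00000175832) fell from 19.9 ± 2.23 to 1.86 ± 0.67 CPM in Molm-14, a log2 change of -3.47 (SE 0.26, adjusted p 7.3e-08), by 1.63 on the log2 scale in MV4-11 (adjusted p 0.00053) and by 3.28 in SKNO-1 (adjusted p 2.2e-07). DUSP6 (ENSG00000139318) fell from 54.6 ± 1.60 to 36.4 ± 10.1 CPM in Molm-14 (log2 change -0.62, adjusted p 0.0076), from 108 ± 21.03 to 56.7 ± 10.2 CPM in MV4-11 (-0.93, adjusted p 0.0016) and from 84.5 ± 0.55 to 34.4 ± 2.11 CPM in SKNO-1 (-1.30, adjusted p 3.7e-05). CCND1 (ENSG00000110092) was at 1.34 ± 0.27 CPM in SKNO-1 with DMSO and at 0 to 3 reads per library with RMC-4550, at least 9.69-fold lower. It fell from 17.3 ± 1.33 to 3.99 ± 0.87 CPM in Molm-14 (log2 change -2.12, adjusted p 0.0016). In MV4-11 its change of -1.17 was not called (adjusted p 0.12), but it was called lower with log2(CPM + 1), log2(CPM + 0.1), quantile normalization, a separate fit per line, voom weights and the mitochondrial share as a covariate. SPRY4 was called lower in Molm-14 and MV4-11, with log2 changes of -3.65 and -2.55, and was not tested in SKNO-1, where it had at most 4 reads per library. DUSP4, SPRY2 and ETV5 were called lower in Molm-14 and SKNO-1, and PHLDA1 in Molm-14 and MV4-11. The MV4-11 changes of DUSP4, SPRY2 and ETV5 were -0.38, -0.71 and -0.91 without a call, and all 3 were called lower with the mitochondrial share as a covariate. Without replicate 2 of MV4-11 with DMSO these changes shrank to -0.21, -0.36 and -0.54. Without replicate 3 of MV4-11 with DMSO they were -0.56, -0.89 and -1.17. The Molm-14 call of DUSP6 was lost under quantile normalization (-0.46), and the MV4-11 call of SPRY4 was lost without replicate 2 of MV4-11 with RMC-4550 (-2.33).

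**Figure D2:**
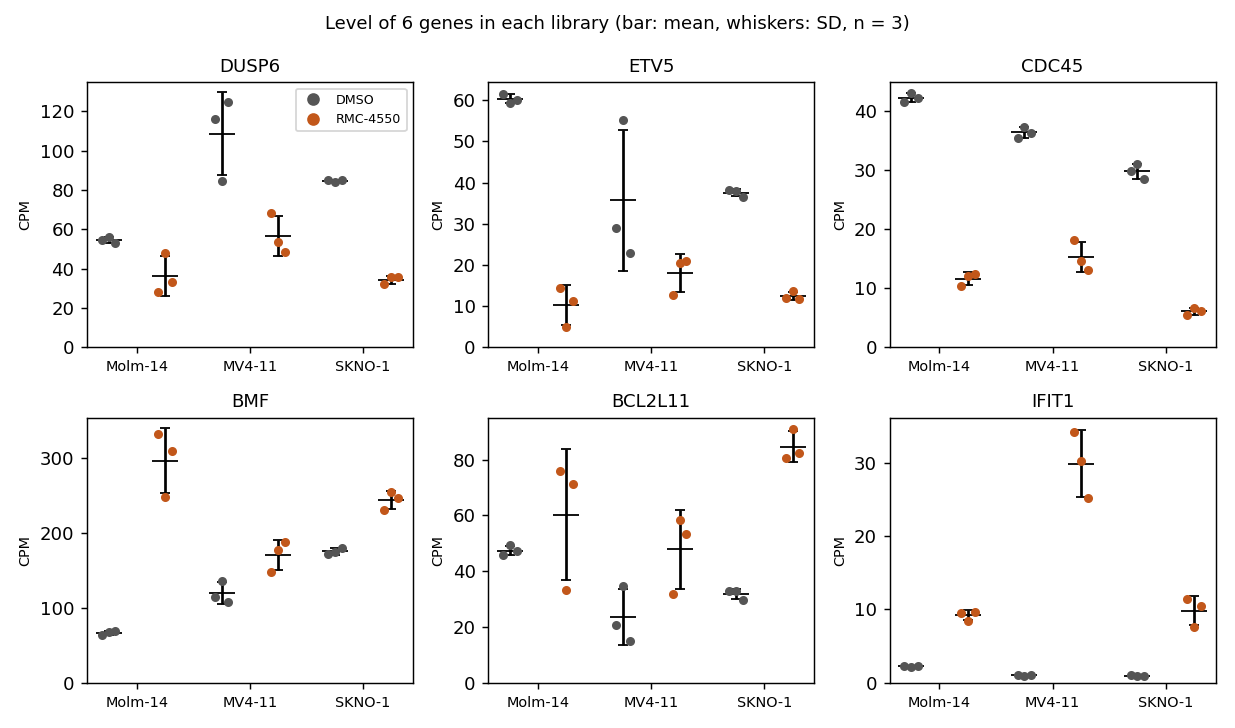
CPM (vertical axis, linear from 0) of DUSP6, ETV5, CDC45, BMF, BCL2L11 and IFIT1 in each library of the 3 lines (horizontal axis), with grey points for DMSO and orange points for RMC-4550; horizontal bars are means and whiskers are SD (n = 3). DUSP6 and CDC45 lie lower in every treated library than in the DMSO libraries of the same line, and IFIT1 lies higher.

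The cell cycle list had 30 genes in each line. Its median log2 change was -1.27 in Molm-14 (adjusted p 4.8e-17), -0.63 in MV4-11 (adjusted p 2.2e-18) and -1.42 in SKNO-1 (adjusted p 9.6e-26). In MV4-11, 22 of the 30 were called lower over all genes tested and 26 adjusted over the list alone, in SKNO-1 29 and 30, and in Molm-14 30 and 30. CDC45 fell by 1.86, 1.26 and 2.28 on the log2 scale in Molm-14, in MV4-11 and in SKNO-1, with every treated library below every DMSO library, and RRM2, MCM4, E2F1 and CDK1 were also called lower in all 3 lines. The MCM4 call in MV4-11 was lost without replicate 2 with DMSO or replicate 1 or 3 with RMC-4550, where its change ran from -0.70 to -0.42. The MV4-11 cell cycle median was -0.91 among libraries under 10% mitochondrial reads and -0.69 among those above. The ribosome biogenesis list had a median of -0.83 in Molm-14 (24 genes, adjusted p 7.6e-11) and -0.59 in SKNO-1 (adjusted p 1.8e-09), with 24 of 24 genes called lower in Molm-14 and 18 of 24 in SKNO-1, where 23 were called adjusted over the list alone. In MV4-11 its median of -0.03 did not pass the threshold (adjusted p 0.59) and was 0.01 under median-ratio scaling and 0.04 without replicate 2 of MV4-11 with DMSO. The myeloid maturation list had a median of 0.50 in SKNO-1 (11 genes, adjusted p 3.0e-04), 0.35 in MV4-11 (adjusted p 0.065) and 0.16 in Molm-14 (adjusted p 0.56). The MV4-11 value passed the threshold without replicate 1 or 3 with DMSO or replicate 2 or 3 with RMC-4550, with medians from 0.33 to 0.38. It also passed with no filter on low values (0.46) and with the mitochondrial share as a covariate (0.24). CSF1R and CD36 were called higher in all 3 lines. TLR2 was called lower in all 3, and its SKNO-1 call (adjusted p 0.050) was lost when any 1 of the 6 SKNO-1 libraries was left out, with changes from -0.33 to -0.26, and also under median-ratio scaling (-0.23) and quantile normalization (-0.18). The ERK feedback and immediate early list passed the threshold in no line (adjusted p 0.64, 0.52 and 0.31 in Molm-14, in MV4-11 and in SKNO-1), although FOSL1 and SPRED2 were called lower in all 3. Its members changed in both directions. Of 13 tested in each line, 7 were called lower and 2 higher in Molm-14 (median -0.59), and 4 lower and 3 higher in SKNO-1 (-0.38). In MV4-11, 2 were called lower and none higher (-0.21). With no filter on low values the list was called in SKNO-1 (-0.46, camera adjusted p 0.017). The MV4-11 call of FOSL1 was lost without replicate 1 or 3 with DMSO or replicate 2 or 3 with RMC-4550, with changes from -0.74 to -0.60, and also under median-ratio scaling (-0.75) and quantile normalization (-0.80). With camera's correlation estimated from the data, the MAPK output and cell cycle calls held in all 3 lines, the ribosome biogenesis calls held in Molm-14 and SKNO-1, and the myeloid call held in SKNO-1. The camera adjusted p were then much closer to the threshold. In Molm-14, in MV4-11 and in SKNO-1 they were 0.034, 0.025 and 0.025 for MAPK output and 0.034, 0.034 and 0.020 for the cell cycle. The same calls held under fry, which also called the myeloid list in Molm-14 and MV4-11 and the ERK feedback list in SKNO-1.

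**Figure D3:**
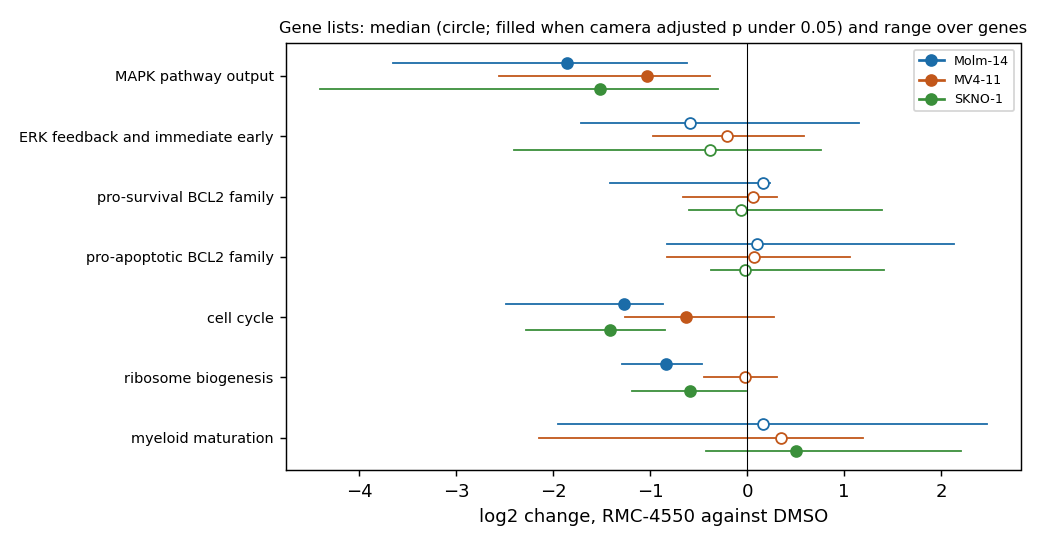
Median log2 change with RMC-4550 against DMSO (circles) and range over genes (lines) for 7 gene lists (vertical axis) in Molm-14 (blue), MV4-11 (orange) and SKNO-1 (green), with filled circles for a camera adjusted p under 0.05. The MAPK pathway output and cell cycle medians lie below 0 in all 3 lines, from -1.86 to -0.63.

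Neither BCL2 family list passed the threshold as a set in any line. The pro-survival medians were 0.17, 0.06 and -0.06 in Molm-14, in MV4-11 and in SKNO-1, and the pro-apoptotic medians were 0.10, 0.07 and -0.03. The sign of the SKNO-1 medians reversed under median-ratio scaling and quantile normalization. Without replicate 1 of Molm-14 with RMC-4550, the pro-apoptotic median in Molm-14 was -0.06. Without replicate 2 of MV4-11 with RMC-4550 or replicate 3 with DMSO, the pro-survival median in MV4-11 was -0.05. Without replicate 1 or 2 of SKNO-1 with RMC-4550, the pro-apoptotic median in SKNO-1 was 0.04 and 0.03. Single members changed. BMF (ENSG00000104081) rose in Molm-14 from 66.8 ± 2.45 to 296 ± 43.4 CPM, a log2 change of 2.14 (SE 0.11, adjusted p 2.4e-09), and rose by 0.51 in MV4-11 (adjusted p 0.0064) and 0.47 in SKNO-1 (adjusted p 0.0055). BCL2L11 (ENSG00000153094) rose by 1.41 in SKNO-1 (adjusted p 0.0024) and by 1.06 in MV4-11 (adjusted p 0.028), where treated and DMSO libraries overlapped, and changed by 0.25 in Molm-14 (adjusted p 0.51). The MV4-11 call was lost without replicate 1 or 3 with DMSO or replicate 2 or 3 with RMC-4550, with changes from 0.78 to 1.02. With the mitochondrial share as a covariate BCL2L11 was called higher in Molm-14 (0.65). Its Molm-14 change ran from 0.04 without replicate 1 with RMC-4550 to 0.64 without replicate 2 with RMC-4550. PMAIP1 fell by 0.77 in Molm-14 (adjusted p 3.4e-05) and rose by 0.64 in SKNO-1 (adjusted p 0.00032). BCL2A1 fell by 0.66 in MV4-11 and by 0.60 in SKNO-1 (adjusted p 0.026 and 0.024). The BCL2A1 call in MV4-11 was lost without replicate 1 or 3 with DMSO or replicate 2 or 3 with RMC-4550 (-0.70 to -0.52), and that in SKNO-1 without any DMSO replicate other than 2 or without replicate 2 with RMC-4550 (-0.63 to -0.43). With all libraries, the SKNO-1 call was also lost with log2(CPM + 1) (-0.34), with voom weights and with no filter on low values, and the MV4-11 call with no filter. BCL2 fell from 74.4 ± 3.62 to 28.8 ± 8.20 CPM in Molm-14 (log2 change -1.41, adjusted p 1.5e-04). Of the remaining members, BAD was called higher and BID and BAK1 lower in Molm-14, and in SKNO-1 BCL2L10 and BIK were called higher and BAX and BBC3 lower. Of these, the SKNO-1 calls of BIK, BAX and BBC3 were each lost when single SKNO-1 libraries were left out. For BIK these were DMSO replicates 1 and 2 and RMC-4550 replicates 2 and 3 (0.30 to 0.37), for BAX RMC-4550 replicate 1 (-0.27), and for BBC3 DMSO replicates 2 and 3 and RMC-4550 replicates 1 and 2 (-0.31 to -0.28). MCL1 in SKNO-1 was not called in the fit over all samples. It was called higher with log2(CPM + 1), a mean of at least 5 CPM, median-ratio scaling and quantile normalization. The same held in a separate fit per line, with the replicate block, with voom weights and with the mitochondrial share as a covariate. Its changes under these alternatives ran from 0.27 to 0.33.

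The largest rises in Molm-14 by the rule were MAFA (log2 change 6.34), AGXT (5.73) and PTGDS (4.56), and the largest falls were SPRY4 (-3.65), ETV4 (-3.47) and GPR84 (-3.28). In MV4-11 they were IFI44L (5.85), SIGLEC1 (5.15) and IFIT3 (4.90), and GPR84 (-2.87), MIR222HG (-2.38) and TNF (-2.20). In SKNO-1 they were SIGLEC1 (3.47), IFIT1 (3.31) and HLA-DPA1 (3.12). The falls there were OCSTAMP, which was at 10.9 ± 1.30 CPM with DMSO and at no more than 1 read per treated library (at least 78.8-fold lower), ITGB5 (-3.80) and TNF (-3.08). HLA-DPA1 shares sequence with other class II genes and interferon-induced IFIT1 and IFIT3 belong to a family of similar genes, and how the counting method, which was not stated, treated reads shared between copies is unknown. The 5 largest changes shared by the 3 lines were IFI44L, IFIT1, IFIT3 and OASL, which rose, and GPR84, which fell.

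The response of SKNO-1 differed from the mean response of the FLT3-ITD lines for 489 of 12811 genes, 173 in the direction of higher and 316 of lower, and the response of Molm-14 differed from that of MV4-11 for 2621 of 13482 genes. With the mitochondrial share as a covariate these counts were 2441 and 3206, and 489 and 2205 of the genes called without it were called with it. The Molm-14 against MV4-11 count was 5897 without replicate 2 of MV4-11 with DMSO. It lay between 1399 and 1742 without any 1 of the 3 Molm-14 DMSO libraries, replicate 1 or 3 of MV4-11 with DMSO, or replicate 2 or 3 of MV4-11 with RMC-4550. The SKNO-1 count was 276 and 288 without replicate 2 or 3 of SKNO-1 with DMSO, and 300 and 319 without replicate 1 or 3 of SKNO-1 with RMC-4550. DHRS9 rose by 2.68 in SKNO-1 and fell by 1.19 in Molm-14, a difference of 3.54 from the FLT3-ITD lines (adjusted p 2.0e-05). PAX5 differed by 2.37 (adjusted p 7.6e-04). CCND1 differed by -2.76 (adjusted p 0.010), but by 0.33 without a call on the log2(CPM + 1) scale, since it was near the floor in SKNO-1, and the call was also lost with voom weights. Between Molm-14 and MV4-11, AGXT differed by 3.18 (adjusted p 0.0076), GPSM1 by 3.13 (adjusted p 6.2e-05) and IFI44 by -3.07 (adjusted p 2.5e-05). The cell cycle list fell further in SKNO-1 than in the mean of the FLT3-ITD lines (median difference -0.37, adjusted p 5.2e-09), though not than in Molm-14 alone (-0.13, adjusted p 0.48), and further in Molm-14 than in MV4-11 (-0.59, adjusted p 1.3e-07), and the ribosome biogenesis list fell further in Molm-14 than in MV4-11 (-0.66, adjusted p 3.3e-12). The MAPK pathway output list did not pass the threshold in either contrast (adjusted p 0.34 and 0.17). Against MV4-11 alone it fell further in SKNO-1 (-0.68, camera adjusted p 0.043). These list tests between lines took the preset correlation of 0.01 and were not repeated with an estimated correlation or with fry. Within the lines the preset correlation gave smaller p-values for the called lists than the estimated one.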

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

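The tests of the scaling of the libraries, of the 47 genes and lists under the covariate and of SKNO-1 against each FLT3-ITD line alone, and the comparison of assignments by the number of high-mitochondrial libraries on one side, were chosen only after the results were seen. Each result here was taken up because a test of the difference itself found that lines responded differently to RMC-4550. No group of 3 libraries was tested for outlying samples.

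The response of SKNO-1 differed from the mean response of the FLT3-ITD lines for 489 genes. Spread from the 4 libraries with over 10% mitochondrial reads is argued against as the source of this count, since it was 2441 with the mitochondrial share as a covariate, and all 489 genes were among them in the same direction. Of 100 assignments of samples to lines within a treatment, made after each line's own mean was removed, 1, the real one, gave as many genes. The contrast takes the mean of the 2 FLT3-ITD lines. Tested against each line alone, 109 of the 489 genes were called the same way against both. Of the others, 320 were called against Molm-14 alone, 48 against MV4-11 alone and 12 against neither. The change in SKNO-1 lay between those of the 2 lines for 15 of the 489. A missing call against a line does not show that SKNO-1 matched it, so for genes without both calls a difference from both lines stays open. The lines differ in genotype, in origin and in GM-CSF in the medium of SKNO-1, so a difference due to the FLT3 or KIT mutation was not tested separately and stays open beside these.

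The response of Molm-14 differed from that of MV4-11 for 2621 genes. The count was 3206 with the covariate, and 2205 genes were shared in the same direction. Of 100 such assignments of the samples of these 2 lines, 5 gave as many genes, the real one included, so over all 100 a count of this size from grouping alone is not excluded. The 4 other assignments gave 4749 to 6532 genes, and each put all 4 libraries with over 10% mitochondrial reads on the same side of the contrast, where the real assignment had 3 of the 4. In all, 10 assignments put the 4 on one side, and the remaining 6 called no gene, with 3735 to 5740 genes at an unadjusted p under 0.05. Of the 46 other assignments that, like the real one, had 3 of the 4 on one side, none reached the real count: 1 gave 1731 genes and 45 called no gene, with 25 to 5405 genes at an unadjusted p under 0.05. A count larger than the real one therefore came only from some of the assignments, among the 100, that put all 4 on one side. The covariate is the value that takes this share into account. A difference between the lines in their response stays open, as does the property of the MV4-11 levels described under the other observations.

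Of the 10 splits of the 6 MV4-11 samples into 3 and 3, 2 gave as many genes as the real split. The other one parted the 3 libraries with over 10% mitochondrial reads from the 3 under it, and gave 4968 genes against 2045. For Molm-14, 1 of the 10 splits of the 6 samples gave as many genes, and for SKNO-1, 1 of the 10, in both cases the real one. Splits of 3 against 3 never give a share under 0.1. Of 100 splits within lines, 1 gave as many genes called in the same direction in all 3 lines, again the real one. Since every other split of Molm-14 and of SKNO-1 called no gene, a draw with another split of either line could hardly give a shared gene. This value therefore adds nothing to the splits of the single lines.

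Between SKNO-1 and the FLT3-ITD lines, the median difference of the cell cycle list was -0.37 and that of the myeloid maturation list was 0.12. Of the genes named by the rule, those whose response was higher in SKNO-1 were DHRS9 (3.54), PAX5 (2.37), CD36 (0.98), PMAIP1 (0.92), PHLDA1 (0.68) and TLR2 (0.64). Those whose response was lower were OCSTAMP (-3.85), GPSM1 (-1.94), IFI44L (-1.71), IFI44 (-1.04), IFIT3 (-0.91), TNF (-0.85), BMF (-0.85), CDC45 (-0.72) and E2F1 (-0.70). The differences of CCND1 (-2.76) and SIGLEC1 (-2.14) were called, but with log2(CPM + 1) they were 0.33 and 0.25 and were not called, so neither their direction nor their call held. The CCND1 call was also lost with voom weights. The calls of IFI44L (-0.45), IFI44 (-0.56) and TNF (-0.40) were lost with log2(CPM + 1) without a change of direction. CCND1 and OCSTAMP had at most 3 reads in each treated SKNO-1 library and SIGLEC1 had no read in Molm-14 with DMSO, so the sizes of these differences depend on the prior count. Against each FLT3-ITD line alone, DHRS9, CD36, OCSTAMP, TNF and CCND1 were called the same way against both. BMF, GPSM1, PMAIP1, PAX5, TLR2 and SIGLEC1 were called against Molm-14 alone, and IFI44L, IFI44, IFIT3, CDC45 and E2F1 against MV4-11 alone. PHLDA1 was called against neither. The changes of IFI44 (2.02) and IFIT3 (2.68) in SKNO-1 lay between those in Molm-14 (1.52 and 2.27) and MV4-11 (4.59 and 4.90). Such a place between the 2 lines held for only 15 of the 489 genes. The change of BMF in SKNO-1 (0.47) was close to that in MV4-11 (0.51). The cell cycle list differed by -0.13 from Molm-14 without a call and by -0.69 from MV4-11 with one, and the myeloid list was called against both lines (0.40 and 0.045). The MAPK pathway output list differed by 0.075 from Molm-14 without a call and by -0.68 from MV4-11 with one. The ribosome biogenesis list was called against both lines in opposite directions, at 0.24 from Molm-14 and -0.46 from MV4-11.

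Between Molm-14 and MV4-11, the median difference of the cell cycle list was -0.59 and that of the ribosome biogenesis list was -0.66. Of the genes named by the rule, those whose response was higher in Molm-14 were AGXT (3.18), GPSM1 (3.13), MAFA (2.51), BMF (1.62), CSF1R (1.28), BCL2A1 (0.86), BAD (0.66) and BAX (0.41). Those whose response was lower were IFI44 (-3.07), IFIT1 (-2.78), IFIT3 (-2.63), IFI44L (-2.61), OCSTAMP (-2.47), ETV4 (-1.84), ETV5 (-1.77), OASL (-1.62), BCL2 (-1.52), PAX5 (-1.52), MCM4 (-1.17), RRM2 (-1.08), PMAIP1 (-0.98), BID (-0.88), TLR2 (-0.78), E2F1 (-0.76), FLT3 (-0.65) and CDC45 (-0.59). OCSTAMP had at most 3 reads in each treated Molm-14 library, so the size of its difference depends on the prior count. With the covariate, the size fell by over 1.5 times for ETV5 to -0.93, for BCL2 to -0.95, for MCM4 to -0.68, for RRM2 to -0.58, for FLT3 to -0.40 and for the cell cycle list to -0.37, and all 6 were still called.

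Taking these genes and lists in both contrasts, 45 of 47 were called with the same sign with the mitochondrial share as a covariate, which argues against spread from the libraries with over 10% mitochondrial reads as the source of the set. The exceptions were BCL2A1 and BAD between Molm-14 and MV4-11, for which that source stays open. Under median-ratio scaling 47 of 47 were called. That scaling moved the median difference over all genes little. It went from -0.046 to -0.026 between SKNO-1 and the FLT3-ITD lines and from -0.030 to -0.024 between Molm-14 and MV4-11. A shift of that size could hardly remove most of these differences. The test therefore shows only that the calls do not depend on the choice between the deposited and the median-ratio scaling. Gene length, GC content and depth were weighed for the 4 libraries under the other observations and not gene by gene.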

How the results depend on the processing

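Voom weights, the mitochondrial share as a covariate and no filter within the line were chosen after seeing the data, and the edgeR and DESeq2 alternatives were not run. In the fits with all replicates and those that each left out one replicate, no gene called in a contrast was called in the opposite direction. The MAPK output and cell cycle lists fell and were called in all 3 lines under every alternative run, as were the ribosome biogenesis list in Molm-14 and SKNO-1 and the rise of the myeloid list in SKNO-1. With log2(CPM + 0.1), a mean of at least 5 CPM, eBayes without a trend and voom weights, each count stayed within 1.5 times, and voom weights gave 6624, 2360 and 4657 calls in Molm-14, in MV4-11 and in SKNO-1. The causes of the changes below were not tested, except where the construction of the alternative gives them. This holds for fewer samples, fewer genes, a fold threshold, and a variance taken within a line in place of one shared by all lines.

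With log2(CPM + 1), the SKNO-1 against FLT3-ITD difference of CCND1 was 0.33, since CCND1 was near the floor in SKNO-1. With no filter on low values, 489 genes were lower in all 3 lines, and the correlations were 0.15 (Molm-14 and MV4-11), 0.30 (Molm-14 and SKNO-1) and 0.26 (MV4-11 and SKNO-1). The myeloid list in MV4-11 (0.46, camera adjusted p 0.0033) and the ERK feedback list in SKNO-1 (-0.46, camera adjusted p 0.017) were then called. The pro-apoptotic median in SKNO-1 was 0.37 without a call. Without the filter within the line, the Molm-14 and SKNO-1 correlation was 0.56 and the pro-apoptotic median in SKNO-1 was 0.17. Under median-ratio scaling, the ribosome biogenesis median in MV4-11 was 0.014, the pro-survival median in SKNO-1 was 0.0044, the pro-apoptotic median and BID in SKNO-1 were 0.037, and MCL1 in MV4-11 was 0.0080. Under quantile normalization, the pro-survival median in SKNO-1 was 0.062 and the pro-apoptotic median and BID in SKNO-1 were 0.10.

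A separate fit per line gave 324 higher and 344 lower in MV4-11, 3449 higher and 4750 lower in SKNO-1, 151 higher and 250 lower in all 3 lines, and 1094 genes differing between Molm-14 and MV4-11. With the mitochondrial share as a covariate, 1758 were higher and 3084 lower in MV4-11, 2926 higher and 4244 lower in SKNO-1, 1015 higher and 1946 lower in all 3 lines, and 2441 differed between SKNO-1 and the FLT3-ITD lines. The Molm-14 and MV4-11 correlation was 0.68, the pro-survival and myeloid medians in MV4-11 were -0.072 and 0.24, BCL2 in MV4-11 was -0.16 and MCL1 in Molm-14 was 0.016. The myeloid list in MV4-11 was called with the covariate (camera adjusted p 0.015). With a fold change of at least 2 also required, the counts were 1089 higher and 834 lower in Molm-14, 242 and 143 in MV4-11, 449 and 433 in SKNO-1, 56 and 58 in all 3 lines, 133 between SKNO-1 and the FLT3-ITD lines and 995 between Molm-14 and MV4-11. The Spearman correlation of Molm-14 and MV4-11 was 0.29. Under fry, the myeloid list was called in Molm-14 (0.16) and MV4-11 (0.35) and the ERK feedback list in SKNO-1 (-0.38).

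Replicate numbers were checked for pairing: 3 of 9 correlations of same-number deviations exceeded 0.1, so the numbers were not used to pair samples. As a block they gave 6957, 1968 and 4257 calls in Molm-14, in MV4-11 and in SKNO-1, 393 between SKNO-1 and the FLT3-ITD lines and 3229 between Molm-14 and MV4-11.

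Across the fits that each left out one replicate, the calls in MV4-11 ran from 487 to 1420 higher and from 727 to 1604 lower, genes higher in all 3 lines from 264 to 525, genes differing between SKNO-1 and the FLT3-ITD lines from 276 to 716 and between Molm-14 and MV4-11 from 1399 to 5897. The lowest values of the first 3 came without replicate 3 of MV4-11 with RMC-4550, and 5897 came without replicate 2 of MV4-11 with DMSO. The correlation of Molm-14 and MV4-11 ran from 0.14 to 0.55 and that of MV4-11 and SKNO-1 from 0.49 to 0.73, both lowest without replicate 2 of MV4-11 with DMSO. Medians in MV4-11 ran from -0.053 to 0.10 (pro-survival), -0.10 to 0.041 (ribosome biogenesis) and 0.24 to 0.38 (myeloid), and the pro-apoptotic median from -0.058 to 0.17 in Molm-14 and -0.056 to 0.041 in SKNO-1. In MV4-11, BCL2 ran from -0.046 to 0.41, BAD from -0.038 to 0.17, BIK from -0.0083 to 0.20, GPSM1 from -0.036 to 0.21 and MCL1 from -0.10 to 0.047. In Molm-14, MCL1 ran from -0.19 to 0.014, and in SKNO-1 BAD ran from -0.18 to 0.041 and BID from -0.056 to 0.033. With no filter on low values, the calls of PTPN11, BCL2A1, BIK, BBC3 and TLR2 in SKNO-1 and of BCL2A1, FOSL1 and MCM4 in MV4-11 were lost. Without a trend in eBayes, those of PTPN11 and TLR2 in SKNO-1 and of FOSL1 and MCM4 in MV4-11 were lost. Those of BAX and BBC3 in SKNO-1 were lost under quantile normalization, that of TLR2 in SKNO-1 with the replicate block and without the filter within the line, and that of BCL2A1 in SKNO-1 with log2(CPM + 1) and with voom weights. For single genes, leaving out one replicate gave 44 weaker, 4 stronger and 13 reversed results, and 947 stayed the same. The depth limits changes of genes near 3 reads, such as CCND1 and OCSTAMP in SKNO-1, to lower bounds.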

Other observations

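The tests of the interferon-response and MHC class II lists, of cells of another line in the 4 libraries, and of SKNO-1 or Molm-14 RNA or wrongly assigned reads in MV4-11 were chosen only after the results were seen. A first test of library size compared read totals, and those of the 4 libraries were all lower than those of the other 14. It was replaced by a test on thinned reads. A first test of cells of another line gave no value and was replaced.

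The 4 libraries with over 10% mitochondrial reads shared a deviation from their groups. Of 16289 genes, 9854 followed the mitochondrial share, 4157 higher and 5697 lower. A few genes taking most of the counts is argued against, since the mean correlation of deviations was 0.526 with the mitochondrial genes removed. Library size is argued against, since it was 0.521 with every library thinned to the lowest read total. Cells of another of the 3 lines are argued against, since genes of another line lay above every other library of the group in 1 of the 4 libraries. Transcript length stays open: Spearman's rho across genes with the longest transcript's length was -0.308, so longer transcripts lay lower, and a length bias such as RNA degradation may contribute. For GC content rho was 0.121 across genes, between the limits set for the test, so GC bias cannot be told apart from its absence. Genes are not independent replicates in these values. The labels give no batch or RNA quality.

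Culture state was weighed with lists compared to 10000 random lists matched on mean expression. The glycolysis and hypoxia list lay at percentile 1.46, which is consistent with a lower expression of these genes in the 4 libraries. The cell cycle list lay at percentile 1.01, so the result was not specific to glycolysis, and the MAPK output list lay at 3.38. The integrated stress response list lay at percentile 7.97, between the limits of the test, and a stress response cannot be told apart from its absence there. No biological explanation can be separated from transcript length with these data.

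Fewer genes were called in MV4-11 than in Molm-14. With the mitochondrial share as a covariate the ratio of Molm-14 to MV4-11 calls was 1.66, against 3.20 without it. The limit set for spread from the 4 libraries as the whole source was 1.5, so it is argued against as the whole source. The ratio nonetheless moved most of the way, so that spread may account for a large part of it.

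Levels in MV4-11 with DMSO lay between those of Molm-14 and SKNO-1 for 52.7% of 11641 genes. The share was 52.0% without the 100 most abundant genes and 52.9% with every library thinned, which argues against a few genes taking most of the counts and against library size. A mix of 38.6% Molm-14 and the rest SKNO-1 left a median absolute log2 residual of 0.27 from MV4-11, against 0.43 for Molm-14 alone and 0.35 for SKNO-1 alone. SKNO-1 RNA or cells as the source are argued against: of 143 genes of SKNO-1 that Molm-14 lacks, 12 were read in MV4-11 at under 1% of their SKNO-1 level, and RUNX1T1 had at most 1 read per library.

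A small share of Molm-14 RNA or cells in the MV4-11 libraries stays open, and a large one is argued against. Of 9261 genes with at least 10 CPM in Molm-14, 0 were read in MV4-11 at under 1% of their Molm-14 level, and the lowest, DSG2, was at 4.04%. In the other direction 61 of 9416 genes of MV4-11 were under 1% in Molm-14. Reads assigned to the wrong library are argued against as a general source, since 69 of these Molm-14 genes were under 1% in SKNO-1. Of genes of Molm-14 that SKNO-1 lacks, 67 had a median in MV4-11 of 40.2% of their Molm-14 level. A share of Molm-14 cells sets a common minimum for the genes of Molm-14, so DSG2 limits it to about 4.04%, and 17 of the 9261 genes were under 20% in MV4-11. This argues against Molm-14 RNA or cells as the source of the median of 40.2%, and expression by MV4-11 itself stays open for it. A share up to that limit may also explain why 0 genes were under 1%. The table used here holds no genotypes, so a check of cell line identity would be needed.

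Several of the largest rises were interferon-response genes, so a list of 29 others, without the 6 named, was tested with camera. Its median log2 change was 0.55 in Molm-14 (15 of 26 called higher), 1.83 in MV4-11 (27 of 29) and 1.09 in SKNO-1 (25 of 29), with adjusted p 8.7e-07, 7.7e-49 and 1.4e-21. With the covariate the medians were 0.74, 1.88 and 1.07, which argues against the mitochondrial share as the source. All 3 were also called with an estimated correlation and under fry. The difference between Molm-14 and MV4-11 was -1.45 and remained called at -1.15 with the covariate. Between SKNO-1 and the FLT3-ITD lines it was -0.16 (camera adjusted p 0.034). That call was lost with the covariate (adjusted p 0.060) and with an estimated correlation (adjusted p 0.20). The MHC class II list without HLA-DPA1 had medians of 1.49 in MV4-11 (8 genes) and 2.28 in SKNO-1 (9 genes), both called with camera, with an estimated correlation and under fry. In Molm-14 its median was 0.42 (4 genes), with an adjusted p of 0.14 under camera, 0.29 with an estimated correlation, 0.22 with the covariate, 0.15 under median-ratio scaling and 0.015 under fry, so a rise of these 4 genes cannot be told apart from its absence there. The class II difference between SKNO-1 and the FLT3-ITD lines was 0.98 (4 genes), called with camera, with the covariate, with an estimated correlation and under fry. Between Molm-14 and MV4-11 it was -0.72 (4 genes, camera adjusted p 0.036). That call held with the covariate and under fry, and was lost with an estimated correlation (adjusted p 0.17). Reads shared between class II genes were not tested. A rise of interferon-response and class II genes with RMC-4550 may be a response to the inhibitor, as a hypothesis found and tested on the same data, and for the class II genes this covers MV4-11 and SKNO-1.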
